A study of Homo sapiens with 12 samples.

How the data were processed

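RNA-seq was used to measure gene expression in RAMOS cells kept for 24 h at 19% or 1% oxygen, with cyclosporine A (CyA) at 0 or 1 µg/ml. The 4 groups held 3 samples each, 12 in all. Per the labels' protocols, RNA was extracted with a TRIzol-based column kit, and the labels describe the molecule as total RNA. The library kit, the use of poly(A) selection, the strandedness, the aligner, the counting tool and the genome build are not given in the sources used here.

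The values analysed were whole-number read counts per gene, deposited by the authors as 1 table for the whole series. Each of the 12 columns was assigned to the sample whose description in the labels its name matches, and 0 columns were left without a sample. The table held 56832 gene rows named by symbol, of which 24928 had no count in any library. Total counts per library ranged from 22162873 to 26444281, a ratio of 1.19 between the deepest and the shallowest library. A table of treatment labels deposited with the counts holds no measurement and was not used.

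Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with its default minimum count of 10 and the 4 groups as the grouping, which left 15727 genes holding 99.9% of all counts. Of these, 35 had counts identical to those of another row. Library sizes were scaled with TMM factors. A quasi-likelihood model with 1 mean per group was fitted to all 12 libraries, which left 8 residual degrees of freedom and gave a common biological coefficient of variation of 4.43%. The 5 contrasts were 1% against 19% oxygen without CyA, the same with CyA, CyA against none at 19% oxygen, the same at 1% oxygen, and the interaction, which is the difference between the effects of CyA at 1% and 19% oxygen. P-values were adjusted by the Benjamini-Hochberg method within each contrast, and a gene was called at an adjusted p under 0.05. Log2 fold changes were edgeR estimates with a prior count of 0.125, and their standard errors (SE) were derived from the F statistic. Expression per library is given as CPM, the scale of edgeR that divides counts by the TMM-scaled library size, with the mean and SD over 3 replicates. Log2 CPM values were computed with a prior count of 2.

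Gene lists were tested with camera from limma 3.58.1 on log2 CPM, with a preset inter-gene correlation of 0.01 and adjustment over the 20 tests of 4 lists in 5 contrasts. The lists covered the hypoxia response (40 genes), B cell chemotaxis (50), calcineurin and NFAT (25), and endoplasmic reticulum (ER) and integrated stress (31), and were written from general knowledge. DDIT4 was in both the hypoxia and the stress list. The fixed genes VEGFA, CXCR4, CXCR5, CCR6, CCR7, GPR183, RCAN1 and PPIB were also members of a list. The chemotaxis list entry GRK2 was matched to its older symbol ADRBK1.

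The groups, contrasts, gene lists, most alternatives and the rule for naming genes were fixed before the data were examined. The rule named, for each contrast between 2 groups, the 3 genes with the highest and the 3 with the lowest log2 fold change among called genes with a mean of at least 5 CPM and no overlap between the 3 libraries of each group. For the interaction it named the 3 called genes with the smallest adjusted p in each direction, and 0 genes qualified. It also named HIF1A, VEGFA, CXCR4, CXCR5, CCR6, CCR7, GPR183, RCAN1 and PPIB in any case, and the 3 members of each list with the smallest adjusted p. For the last part the contrast was hypoxia without CyA for the hypoxia and chemotaxis lists, and CyA at 19% oxygen for the other lists.

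A reversal slope measured how far CyA at 1% oxygen moved hypoxia genes back. It is the slope of the log2 effect of CyA at 1% oxygen on the log2 effect of hypoxia, over genes called for hypoxia. Both effects use the 1% oxygen libraries without CyA, so these were split: 1 library gave the hypoxia effect and chose the genes, and the remaining 2 gave the CyA effect, for each of the 3 libraries in turn. The spread for these calls came from the groups with replicates. Correlations were compared with 20 simulated datasets with no effects. Slopes, and the share of genes moved back, were compared with 20 simulated datasets that kept the observed group means except at 1% oxygen with CyA, which had the mean of 1% oxygen without it. These simulations hold no GC-linked differences between libraries.

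The alternatives were DESeq2 size factors in edgeR, library totals without a composition factor, no filter on low counts, DESeq2 1.42.0, a fit of only the groups compared, the replicate number as a block, counts thinned to the smallest library, leaving out each replicate in turn, and other set tests (fry, and camera with a correlation estimated from the data). Genes for which DESeq2 gave no adjusted p were left out of its counts. A correction for GC content, and a fit of the same genes without it, were added after seeing the data. It removed each library's trend of log2 CPM on the GC content of the gene's canonical transcript (GENCODE release 44, older symbols matched through RefSeq synonyms), fitted as a natural spline. GC content was found for 75.2% of tested genes, below the 80% needed for a check of the whole set, and for 81.5% of those with a mean of at least 1 CPM. The correction and all GC statements therefore cover the 10734 genes that had both. Exon overlap between genes was also taken from GENCODE release 44. Since the build behind the counts is not given, no coordinates are printed.

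The steps were tested on simulated data drawn from the means, dispersions and library sizes of the 15727 tested genes, with 200 genes changed. The changed genes were drawn from those with a mean of at least 1 CPM, and these data hold no GC-linked differences between libraries. With 2-fold changes, edgeR recovered 97.0% of changed genes for hypoxia without CyA, 96.5% for hypoxia with CyA, 98.0% for CyA at 19% oxygen, 93.5% for CyA at 1% oxygen and 87.0% for the interaction. With 1.5-fold changes it recovered 78.0%, 83.0%, 82.5%, 81.0% and 73.0%. False calls made up 2.41% to 7.82% of calls. A planted shift of 0.3 in the hypoxia list gave a median of 0.32, and a planted slope of -0.5 gave -0.46. Figures were drawn with matplotlib 3.10.9.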

Results

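Gene expression was measured by RNA-seq in RAMOS cells, a human B cell line derived from a Burkitt lymphoma. The series addressed the effect of low oxygen and of cyclosporine A (CyA) on chemotaxis of these cells. CyA binds cyclophilins and inhibits calcineurin, the phosphatase that activates NFAT transcription factors. Cells were kept for 24 h at 19% oxygen, the usual level of tissue culture, or at 1% oxygen, each with 0 or 1 µg/ml CyA, with 3 replicates per group. Total counts of replicates 1 to 3 were 22162873, 24559261 and 24583049 at 19% oxygen and 24201425, 23464507 and 23585613 at 19% oxygen with CyA. At 1% oxygen they were 25369606, 26444281 and 25537947, and at 1% oxygen with CyA 22450922, 24247513 and 22970659. Replicates differed by more than sampling noise in all groups. The chi-square per degree of freedom between replicates ranged from 2.11 to 24.1, and the 3 pairs of the 1% oxygen group without CyA gave the highest values (10.3, 11.2 and 24.1). Correlations of log2 CPM between replicates lay between 0.994 and 0.996.

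The effect of hypoxia was measured by comparing 1% with 19% oxygen in the absence of CyA. Of 15727 genes tested with edgeR, 593 had an adjusted p under 0.05, 326 higher and 267 lower at 1% oxygen. Their median absolute log2 fold change was 0.24, and 20 of them changed at least 2-fold, 17 higher and 3 lower. The 3 lower ones, named after their values were seen, were CYP2D7P1, RP11-715J22.2 and TXNDC5, with 0.556, 0.901 and 2.07 CPM at 19% oxygen. The number changed at least 2-fold was 40 without 1% oxygen replicate 1, 54 without 1% oxygen replicate 3 and 79 without a filter on low counts (61 higher and 18 lower). The count of 593 became 261 when only the 2 groups compared were fitted, 1002 with GC correction and 1144 without a filter on low counts. It also depended on single libraries: it was 281 without 19% oxygen replicate 1, 271 without 19% oxygen replicate 3, 349 without 1% oxygen replicate 1, 301 without 1% oxygen replicate 2 and 1137 without 1% oxygen replicate 3. With library totals in place of TMM factors, 229 genes were higher and 511 lower, and without 19% oxygen replicate 2 these numbers were 306 and 330.

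Among genes eligible for naming, with no overlap between the libraries of the 2 groups, PFKFB4, BNIP3L and ALDOC had the highest fold changes. BNIP3L rose from 34.3 ± 2.60 CPM (SD, n = 3) to 105 ± 12.7 CPM, a log2 fold change of 1.61 (SE 0.08, adjusted p 1.1e-09 in edgeR). PFKFB4 rose from 3.2 ± 0.317 to 14.1 ± 2.02 CPM (log2 fold change 2.13, SE 0.16, adjusted p 6.5e-08), and ALDOC from 8.87 ± 1.35 to 24.6 ± 2.30 CPM (log2 fold change 1.47, SE 0.09, adjusted p 1.6e-08). The lowest fold changes were those of CLDN15 (-0.57, adjusted p 0.045), HIVEP3 (-0.54, adjusted p 0.0030) and IFRD1 (-0.50, adjusted p 1.9e-05). The CLDN15 call was lost in 6 of 14 alternatives (adjusted p 2.8e-04 to 0.23). These included leaving out 19% oxygen replicate 1 or 3 (0.12 and 0.23) and 1% oxygen replicate 1 or 2 (0.075 and 0.17), and without the last its log2 fold change was -0.37. In GENCODE release 44, 53.3% of the exonic bases of IFRD1 lie in exons of another gene on the same strand, so its counts are uncertain.

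The same oxygen comparison in the presence of CyA gave 309 called genes, 241 higher and 68 lower at 1% oxygen, of which 17 rose and 0 fell at least 2-fold. The count lay between 152 and 199 whichever of the 6 libraries was left out. It was 152, 195 and 169 without replicates 1, 2 and 3 at 19% oxygen with CyA, and 199, 166 and 167 without replicates 1, 2 and 3 at 1% oxygen with CyA. With library totals alone, 194 genes were higher and 97 lower. PFKFB4, BNIP3L and ALDOC again had the highest fold changes among the genes eligible for naming, with log2 fold changes of 2.51, 1.56 and 1.54 (SE 0.16, 0.09 and 0.10). The lowest were those of RP11-259N19.1 (-0.57, SE 0.10, adjusted p 0.0041), ZMYM6 (-0.41, SE 0.10, adjusted p 0.048) and HBEGF (-0.38, SE 0.06, adjusted p 0.0010). The ZMYM6 call was lost in 7 of 15 alternatives (adjusted p 6.2e-04 to 0.21). These included leaving out replicate 1, 2 or 3 at 19% oxygen with CyA (0.14, 0.072 and 0.21) and replicate 2 or 3 at 1% oxygen with CyA (0.21 and 0.20). Of its exonic bases, 43.3% are shared with another gene on the same strand.

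**Figure D1:**
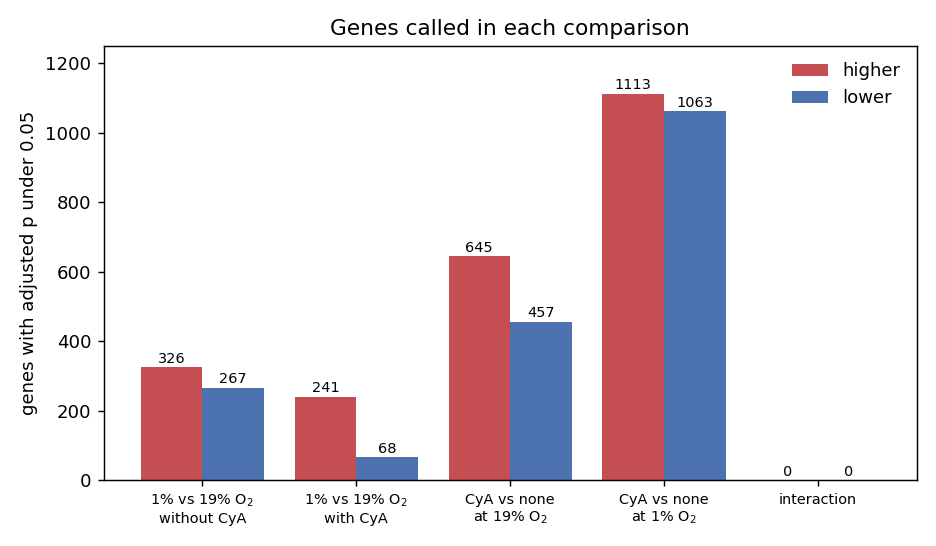
Number of genes with an adjusted p under 0.05 in edgeR for each of the 5 contrasts (horizontal axis), with genes higher (red) and lower (blue) in the treated condition. The tallest bars, 1113 higher and 1063 lower, are those of CyA at 1% oxygen, and the interaction has 0 genes.

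The next comparison asked whether hypoxia acted alike without and with CyA. The 2 contrasts shared no library. They had 190 called genes in common, all changed in the same direction, where 11.7 would be shared if the calls were independent. Of the 593 genes called without CyA, 93.4% changed in the same direction with CyA. Across all tested genes, which are not independent replicates, the fold changes had a Pearson r of 0.251 and a Spearman rho of 0.262. Simulated libraries with no effect, which hold no GC-linked differences, gave r between -0.0167 and 0.0368. With the libraries of each contrast regrouped in other ways, the absolute r reached 0.233. Among the genes called without CyA r was 0.794. The correlation was 0.0177 without a filter on low counts and 0.516 over genes with a mean of at least 5 CPM. It was 0.159 without replicate 1 at 19% oxygen with CyA and 0.160 without replicate 2 at 1% oxygen with CyA.

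The interaction, the direct test of a different hypoxia effect under CyA, called 0 genes with edgeR and 0 with DESeq2. The smallest adjusted p was 0.810, and 946 genes had an unadjusted p under 0.05. Without the filter on low counts, edgeR called 139 genes for the interaction, 41 higher and 98 lower. Leaving out replicate 1 at 19% oxygen with CyA gave 1 gene, KMT2D, with an interaction of 0.39 (adjusted p 0.026). With all libraries it was 0.31 (adjusted p 0.81), and the gene was named after its values were seen. In simulated data the same fit recovered 87.0% of 200 genes changed 2-fold and 73.0% of those changed 1.5-fold. The changed genes had a mean of at least 1 CPM, and smaller changes were not simulated. Genes called for hypoxia without CyA had a median absolute log2 fold change of 0.24, and the power for an interaction of that size was not measured.

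CyA was compared with no CyA at each oxygen level. At 19% oxygen 1102 genes were called, 645 higher and 457 lower with CyA, with 17 rising and 14 falling at least 2-fold. More fell than rose at least 2-fold without a filter on low counts (28 against 19) and with the replicate number as a block (18 against 17). In DESeq2 7 rose and 7 fell, and with GC correction 10 rose and 5 fell. GC correction, with 1526 genes, was the alternative with all libraries that moved this count most. Without 19% oxygen replicate 3 the count was 713, and without replicate 2 of the CyA group at 19% oxygen it was 637. At 1% oxygen 2176 genes were called, 1113 higher and 1063 lower, with 28 rising and 36 falling at least 2-fold. More of the called genes were lower than higher in 10 of 15 alternatives, with 1027 lower and 837 higher in DESeq2, and the share of higher genes ranged from 42.1% to 56.6%. The number changed at least 2-fold, 64, became 123 without a filter on low counts (47 higher and 76 lower). It was 33 without 1% oxygen replicate 2, where more were higher (21) than lower (12). Without replicate 3 at 1% oxygen with CyA it was 32 (19 higher and 13 lower). The count of 2176 was 1410 without 1% oxygen replicate 1, 1223 without 1% oxygen replicate 2 and 1063 without replicate 3 at 1% oxygen with CyA. The number of genes called at the 2 oxygen levels does not test whether the effects differ, and the interaction above called 0 genes. The 2 contrasts had 810 called genes in common, all changed in the same direction (152 expected if independent), and 97.7% of those called at 19% oxygen changed in the same direction at 1%. Across all tested genes r was 0.368 and rho 0.406, and among those called at 19% oxygen r was 0.896. Simulated libraries with no effect, which hold no GC-linked differences, gave r between -0.0266 and 0.0258. With the libraries of each contrast regrouped in other ways, the absolute r reached 0.270.

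**Figure D2:**
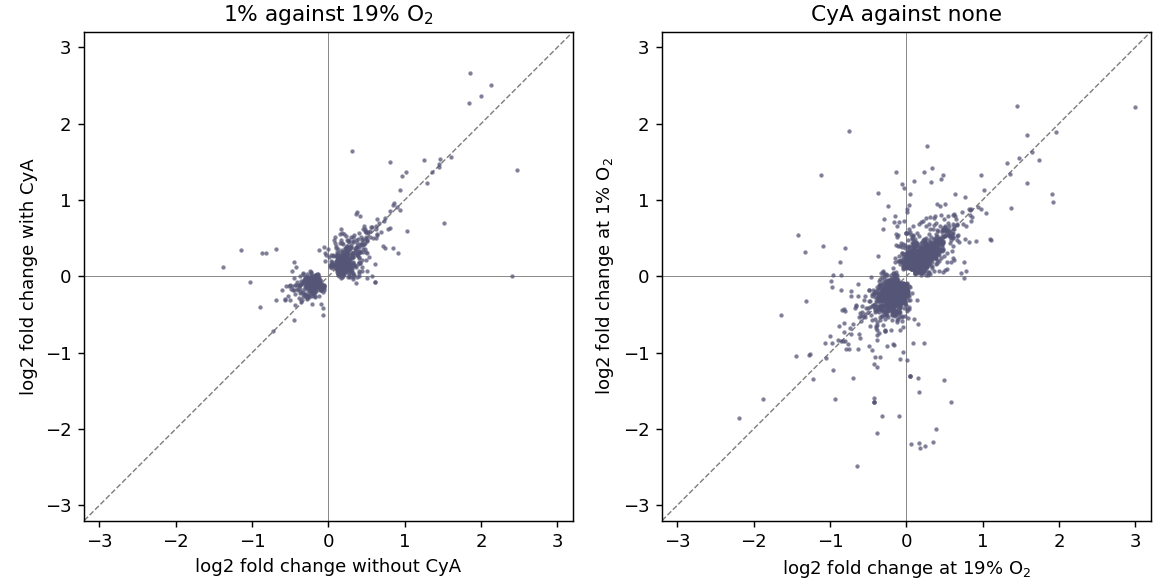
Log2 fold change of each gene called in at least 1 of the 2 contrasts on the axes, for oxygen without (horizontal) and with CyA (vertical; 712 genes, 1 of them outside the axes) and for CyA at 19% (horizontal) and 1% oxygen (vertical; 2468 genes). The dashed line marks equal effects, and the 190 and 810 genes called in both contrasts of a panel all changed in the same direction.

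Among genes eligible for naming, SLC6A9, STC2 and WARS had the highest fold changes with CyA at both oxygen levels. WARS, which encodes a tryptophanyl-tRNA synthetase, rose from 110 ± 3.06 to 211 ± 3.75 CPM at 19% oxygen (log2 fold change 0.94, SE 0.04, adjusted p 2.5e-11). At 1% oxygen it rose from 101 ± 2.44 to 190 ± 8.06 CPM (log2 fold change 0.91, SE 0.04, adjusted p 5.0e-11). The log2 fold changes of SLC6A9 were 1.74 and 1.53 at 19% and 1% oxygen (SE 0.11 and 0.12), and those of STC2 were 1.37 and 0.89 (SE 0.16 and 0.14). HIVEP3 had the lowest, going from 13.4 ± 0.572 to 3.61 ± 0.589 CPM at 19% oxygen and from 9.22 ± 0.701 to 3.01 ± 0.365 CPM at 1% oxygen (log2 fold changes -1.88 and -1.61, adjusted p 3.6e-09 and 5.5e-08). PHACTR1 had log2 fold changes of -1.06 and -0.87. ZDHHC8 was named at 19% oxygen (-1.0, SE 0.11, adjusted p 6.9e-06) and MT-RNR1, the mitochondrial 12S ribosomal RNA, at 1% oxygen (-1.06, SE 0.19, adjusted p 0.0014). MT-RNR1 was at 100, 233 and 139 CPM in the 3 libraries at 1% oxygen without CyA. Without replicate 2 of that group its log2 fold change was -0.67 (adjusted p 2.0e-04 in edgeR). Over all its alternatives the adjusted p ranged from 6.5e-123 to 0.014. A gene row assigned to ribosomal DNA held 0.0659%, 0.478% and 0.259% of the counts in the same 3 libraries, and at most 0.114% in any other. An effect of CyA on MT-RNR1 can therefore not be told apart from differences between these libraries in ribosomal RNA.

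**Figure D3:**
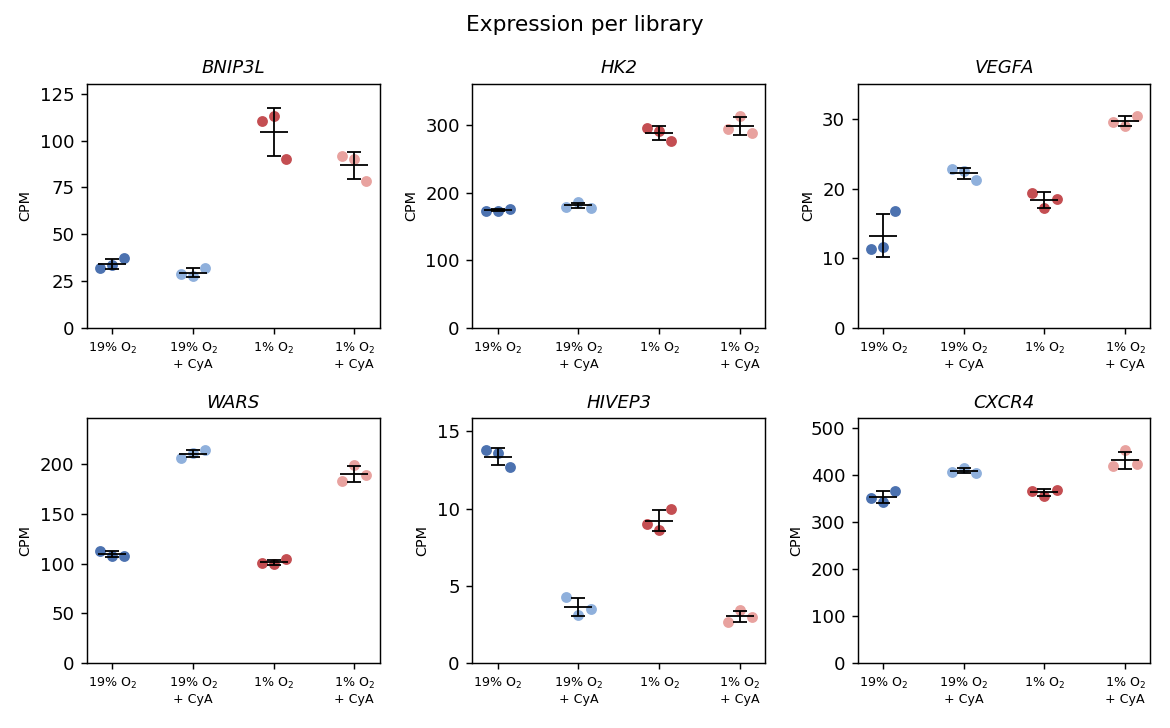
CPM of 6 genes in each of the 12 libraries (points), with the mean and SD of the 3 replicates per group (black bars), on linear axes from 0. BNIP3L and HK2 were higher in all 6 libraries at 1% oxygen, WARS and CXCR4 were higher and HIVEP3 lower in all 6 libraries with CyA.

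Of the 40 genes of the hypoxia response list, 34 passed the filter and all 34 had a positive log2 fold change at 1% oxygen, both without CyA (median 0.51, adjusted p 5.9e-46 by camera) and with CyA (median 0.49, adjusted p 2.0e-51). Without CyA 26 of them were called over all genes tested and 31 adjusted over the list alone. With CyA these counts were 24 and 28. The difference between the conditions had a median of -0.0034 (adjusted p 0.84). BNIP3 rose from 61.9 ± 3.56 to 169 ± 8.57 CPM without CyA (log2 fold change 1.45, SE 0.05, adjusted p 9.4e-12 in edgeR) and HK2 from 174 ± 1.56 to 288 ± 10.1 CPM (log2 fold change 0.72, SE 0.04, adjusted p 7.4e-10). BNIP3 has pseudogene copies whose reads could not be separated here. No change of the list with CyA was detected at either oxygen level (medians -0.06 and -0.05, adjusted p 0.20 and 0.21). At 1% oxygen the adjusted p was 0.027 without replicate 2 of the group with CyA (0.027 to 0.66 over 18 alternatives). With GC correction the list median for CyA at 1% oxygen was -0.0062 (adjusted p 0.32 by camera). Over the same genes without the correction it was -0.0512 (adjusted p 0.32). Of the list members, 6 were called with CyA at 19% oxygen and 8 at 1% oxygen. In both contrasts VEGFA and STC2 were higher, and PGAM1, TPI1, ALDOC and BNIP3 were lower (members named after their values were seen). BNIP3L and PGK1 were lower in the latter. With 1 library of the contrast left out at a time, the calls of VEGFA, STC2, PGAM1 and TPI1 were kept. Those of ALDOC and BNIP3 were lost in 5 of 6 fits each at 19% oxygen (adjusted p up to 0.25 and 0.21) and in 3 and 4 of 6 at 1% oxygen (up to 0.088 and 0.17). At 1% oxygen the calls of BNIP3L and PGK1 were lost in 3 and 1 of 6 (up to 0.15 and 0.070). The alternative that moved the test of this list most was the estimated correlation, with an adjusted p of 0.0016 for hypoxia without CyA. Of the 6 members not tested, CA9, CA12 and BHLHE40 had 0 counts in all libraries together, and NDRG1, EGLN3 and P4HA2 had 22, 32 and 47. The mean of the list for the interaction was 0.0080, opposite in sign to its median.

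The chemotaxis list, which addresses the stated subject of the series, had 41 of 50 genes tested. Its median log2 fold change was 0.01 for hypoxia without CyA (adjusted p 0.55), -0.02 for hypoxia with CyA (0.25), 0.01 for CyA at 19% oxygen (0.52) and 0.0014 for CyA at 1% oxygen (0.77). Its mean had the opposite sign to its median for hypoxia without CyA (-0.0063) and for CyA at 1% oxygen (-0.0034). Over all genes tested, 1 member was called for hypoxia without CyA, 0 with CyA, 7 for CyA at 19% oxygen and 12 at 1%. Of those called with CyA, 5 of 7 were higher at 19% and 7 of 12 at 1% oxygen. Of all 15727 genes tested, 1102 and 2176 were called in these contrasts. The list test addresses a shift in a shared direction, so medians near 0 do not show that the members were unchanged. Adjusted over the list alone the counts were 7, 0, 8 and 15. The member called for hypoxia was RGS1, which went from 6.69 ± 0.499 to 5.23 ± 0.386 CPM (log2 fold change -0.36, SE 0.09, adjusted p 0.041), a call lost in 9 of 14 alternatives (adjusted p 0.0080 to 0.12). It was lost without any 1 of replicates 1 to 3 at 19% oxygen (0.063, 0.12 and 0.11) and without any 1 of those at 1% oxygen (0.072, 0.085 and 0.096). RASGRP2 and ELMO1 had log2 fold changes of -0.21 and -0.12 (adjusted p 0.085 for both), and each was called in 2 of 15 alternatives. For the interaction the list median was 0.0012 and its mean -0.020 (adjusted p 0.77).

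Among genes fixed beforehand, the chemokine receptor CXCR4 rose with CyA from 354 ± 12.2 to 409 ± 5.36 CPM at 19% oxygen (log2 fold change 0.21, SE 0.03, adjusted p 6.1e-04) and from 363 ± 6.99 to 432 ± 18.3 CPM at 1% oxygen (0.25, SE 0.03, adjusted p 8.8e-05). It did not change detectably with oxygen (log2 fold changes 0.04 and 0.08, adjusted p 0.57 and 0.33). CXCR5 was near 1 CPM and gave no call in any contrast (adjusted p 0.13 to 0.96 in the 4 contrasts between groups). Its log2 fold changes with CyA were -0.60 at 19% and -0.50 at 1% oxygen (SE 0.23 and 0.22, adjusted p 0.13 and 0.15). They stayed negative, and without a call, in all 14 alternatives that gave a value. CCR6, CCR7 and GPR183 had 2, 3 and 4 counts in all 12 libraries together and were not tested. VEGFA rose at 1% oxygen without CyA (log2 fold change 0.47, SE 0.11, adjusted p 0.017) and with it (0.42, SE 0.09, adjusted p 0.026), and rose with CyA at 19% oxygen (0.74, SE 0.10, adjusted p 1.2e-04) and at 1% (0.69, SE 0.10, adjusted p 1.0e-04). The oxygen calls were lost in 4 and 6 of 15 alternatives (adjusted p 7.6e-08 to 0.11 and 5.9e-07 to 0.12), and the CyA calls in 0 of 15. Without CyA the call was lost when 19% oxygen replicate 1 or 2 (0.095 and 0.060) or 1% oxygen replicate 1 (0.073) was left out. With CyA it was lost when any 1 of the 6 libraries was left out. The adjusted p was then 0.083, 0.086 and 0.11 for replicates 1 to 3 at 19% oxygen and 0.092, 0.087 and 0.12 for those at 1% oxygen. HIF1A mRNA was called only for CyA at 1% oxygen (-0.12, SE 0.04, adjusted p 0.045), a call lost in 9 of 15 alternatives (adjusted p 0.033 to 0.31). It was lost without 1% oxygen replicate 1 or 2 (0.057 and 0.19) and without replicate 1, 2 or 3 at 1% oxygen with CyA (0.11, 0.093 and 0.094). PPIB, which encodes cyclophilin B, rose with CyA at both levels (0.38 and 0.41, SE 0.04, adjusted p 9.4e-06 and 4.5e-06). Exons of a gene on the other strand cover 57.6% of PPIB and 91.2% of CXCR5, and the strandedness of the counting is not given in the sources used here. RCAN1 was not called in any contrast, with log2 fold changes between -0.11 and 0.11 in the 4 contrasts between groups.

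The calcineurin and NFAT list had 11 of 25 genes tested. Its median log2 fold change was 0.10 for CyA at 19% oxygen (adjusted p 0.48 by camera) and 0.07 at 1% oxygen (adjusted p 0.25). MYC was the 1 member called at 19% (0.19, SE 0.04, adjusted p 0.0016 in edgeR) and at 1% oxygen (0.31, SE 0.04, adjusted p 1.1e-05). Members not tested had few reads, such as IL2, EGR2 and NR4A3 with 0, 11 and 25 counts in all libraries together. Calcineurin activity was not measured, so the list does not show whether CyA inhibited it. NFATC2 and IRF4 were not called for CyA at 19% oxygen (adjusted p 0.34 and 0.38). For hypoxia the list medians were -0.08 and -0.07 (adjusted p 0.057 and 0.17). The adjusted p of the former was 0.046 without 19% oxygen replicate 1, 0.026 without 19% oxygen replicate 2 and 0.012 without 1% oxygen replicate 1 (0.012 to 0.35 over 18 alternatives). Over all genes tested, 2 members were called for hypoxia without CyA and 1 with CyA. MYC and IRF4 were lower at 1% oxygen without CyA (log2 fold changes -0.20 and -0.22, adjusted p 0.0030 for each in edgeR). With CyA, IRF4 was called lower (-0.16, adjusted p 0.034) and MYC was not called (-0.09, adjusted p 0.28). These hypoxia results were picked after their values were seen. For the interaction the list median was -0.0060 and the test pointed up (adjusted p 0.49).

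The ER and integrated stress list was tested in full, and all 31 genes had a positive log2 fold change with CyA at both oxygen levels. The median was 0.37 at 19% (adjusted p 5.6e-36) and 0.41 at 1% oxygen (adjusted p 1.3e-30), with 27 and 29 members called over all genes tested, and 28 and 31 adjusted over the list alone. PHGDH, PSAT1 and SESN2 had the smallest adjusted p at 19% oxygen, with log2 fold changes of 0.66, 0.68 and 0.78 (SE 0.03, 0.04 and 0.05). For hypoxia the list medians were -0.07 and -0.08 without and with CyA (adjusted p 2.1e-04 and 4.3e-04). The 4 positive list results for hypoxia genes under low oxygen and stress genes under CyA held under fry and under an estimated correlation (largest adjusted p 0.0016). The lower stress list under hypoxia held under fry (0.011 and 0.043) and not under an estimated correlation (0.19 and 0.19). No list had an adjusted p under 0.05 for the interaction (0.49 to 0.84).

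**Figure D4:**
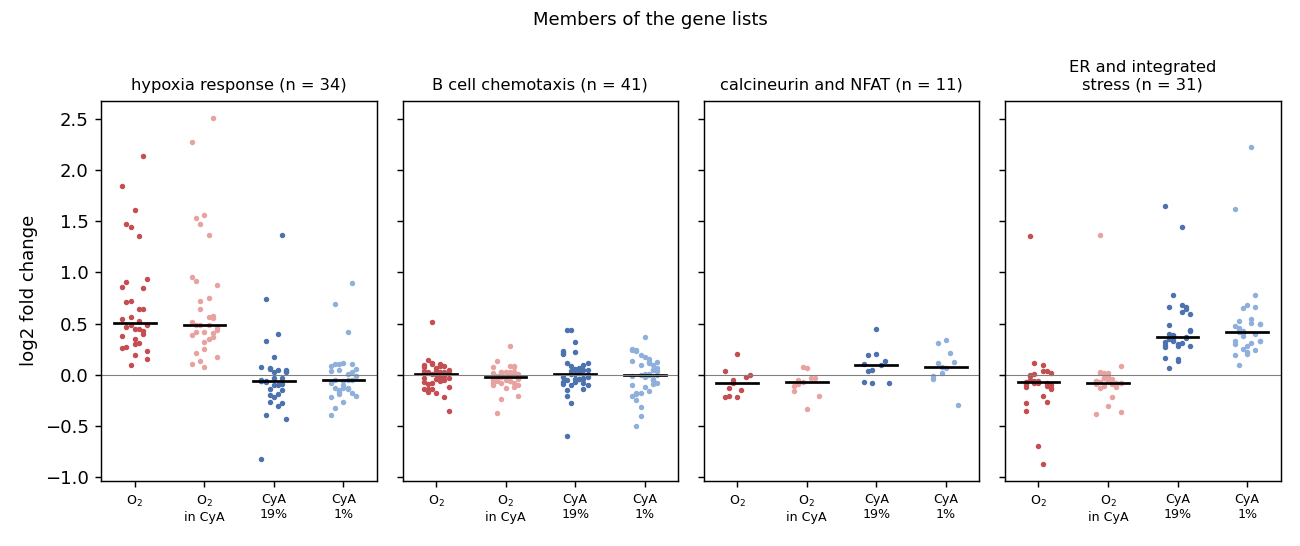
Log2 fold change of each tested member (points) of the 4 gene lists and their median (black line) for 1% against 19% oxygen without and with CyA, and for CyA at 19% and 1% oxygen. The medians of the hypoxia list were 0.51 and 0.49 for oxygen, those of the stress list 0.37 and 0.41 for CyA, and those of the chemotaxis list lay within 0.02 of 0.

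The last comparison asked whether CyA at 1% oxygen moved hypoxia genes back. The mean reversal slope over the 3 ways of splitting the 1% oxygen libraries was -0.024 ± 0.090 (SD, n = 3), with single values of 0.017, -0.128 and 0.038 when replicates 1, 2 and 3 gave the hypoxia effect. They rested on 127, 1331 and 115 genes called from that 1 library against the 3 at 19% oxygen, with the spread estimated from the other groups. Simulated libraries with no CyA effect gave a mean slope of -0.055 to 0.030 with the same splitting, and -0.058 to 0.056 when replicate 2 gave the hypoxia effect. In the 3 splits CyA moved 61.4%, 75.4% and 60.0% of these genes back, a mean of 65.6%, against means of 47.5% to 52.1% in the simulated libraries. Over hypoxia genes changed at least 2-fold the slope was 0.192, the alternative that moved it most. With all 3 libraries in both effects the slope was -0.216, against a mean of -0.150 and a range of -0.186 to -0.126 in simulated libraries with no CyA effect. Without 1% oxygen replicate 2 the mean slope was 0.066, without 19% oxygen replicate 2 it was -0.118, and without replicate 3 at 1% oxygen with CyA it was 0.084.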

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

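The alternatives tried were set in advance, except the GC correction, the fit of the same genes without it, and leaving out replicates for the slope, which were chosen after seeing the data. Where no cause is given for a change below, the cause was not tested.

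Of 40 calls of named genes, 34 kept their direction and side of the threshold under all alternatives that gave a value and 6 were lost in some: CLDN15, VEGFA and RGS1 for hypoxia without CyA, ZMYM6 and VEGFA for hypoxia with CyA, and HIF1A for CyA at 1% oxygen. For 8 of 59 results of named genes DESeq2 gave no adjusted p. The hypoxia list under low oxygen and the stress list under CyA stayed past the threshold in all 18 alternatives each.

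Without the filter on low counts, hypoxia without CyA gave 1144 genes and the interaction 139, and the correlations fell to 0.018 for hypoxia and 0.023 for CyA. The 139 genes had a median total of 18937 counts and 131 were among the genes tested otherwise, so they were not mostly rare genes. Of these, 120 had a GC value, with a median GC content of 55.4% for genes with a higher and 37.2% for genes with a lower value, and whether GC-linked differences gave these calls was not tested. The numbers changed at least 2-fold without the filter were 79 against 20 for hypoxia without CyA, 47 against 31 and 123 against 64 for CyA at 19% and 1% oxygen, and 29 against 0 for the interaction. Over genes with a mean of at least 5 CPM the correlations were 0.516 and 0.680. Fitting only the groups compared gave 261 genes for hypoxia without CyA, but 417 for hypoxia with CyA and 1078 for CyA at 19% oxygen. For CyA at 1% oxygen it gave 1846, of which 41 changed at least 2-fold (24 higher and 17 lower). With library totals alone, 30.9% of the genes called for hypoxia without CyA were higher, against 55.0%, and 66.7% with CyA, against 78.0%, although the median log2 fold change of all genes moved only to -0.03 and -0.01. CXCR5 for hypoxia without CyA was at -0.0011 there.

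With the GC correction, hypoxia without CyA gave 1002 genes and hypoxia with CyA 481 (64.0% higher), CyA at 19% oxygen 1526 and at 1% oxygen 2350, and the interaction 0. The correlations were 0.469 and 0.598, and 0.427 and 0.589 over the same genes without the correction, so most of the rise over 0.251 and 0.368 came from the choice of genes. Of the called genes that could be corrected, 495 of 518, 256 of 259, 970 of 989 and 1595 of 1956 remained called. With the correction 15 and 26 genes changed at least 2-fold with CyA at 19% and 1% oxygen, and over the same genes without it 15 and 23, and 13 for hypoxia without CyA. DESeq2 gave 620, 296, 958, 1864 and 0 genes in the 5 contrasts, but fewer that changed at least 2-fold, with 4 against 20 for hypoxia without CyA, 14 against 31 for CyA at 19% oxygen and 20 against 64 for CyA at 1% oxygen. With no replicate left out, the genes called for CyA at 1% oxygen were more often higher with TMM (1113 against 1063), with library totals (1171 against 999) and with the replicate block (1103 against 1062). They were more often lower with DESeq2 size factors (1136 against 1031), without the filter (1388 against 1011), with DESeq2 (1027 against 837), with only the 6 libraries of the groups compared (974 against 872), after thinning (1122 against 956), with GC correction (1241 against 1109) and over the same genes without it (1102 against 1071).

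The reversal slope was -0.216 with shared libraries, of which the sharing itself gave -0.150 on average in simulated libraries, and 0.192 over hypoxia genes changed at least 2-fold. Under an estimated correlation the stress list medians for hypoxia, -0.0747 and -0.0770, were no longer past the threshold (adjusted p 0.188 and 0.191).

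List medians near 0 changed sign without passing the threshold. The chemotaxis median was -0.0053 for CyA at 1% oxygen and -0.0026 for the interaction with DESeq2 size factors, and -0.0121 for CyA at 19% oxygen and -0.0266 for the interaction with GC correction. The NFAT median for the interaction was 0.0027 with GC correction and 0.0299 over the same genes without it, where that of the hypoxia list was 2.2e-04.

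Leaving out each of the 6 libraries of a contrast in turn (12 for the interaction), the calls ranged from 271 to 1137 for hypoxia without CyA, 152 to 199 for hypoxia with CyA, 637 to 870 for CyA at 19% oxygen, 1063 to 2632 for CyA at 1% oxygen, and 0 to 1 for the interaction. The lowest counts of the first 4 came without 19% oxygen replicate 3, replicate 1 at 19% oxygen with CyA, replicate 2 of that group, and replicate 3 at 1% oxygen with CyA. Over all 12 libraries the correlation of CyA effects ranged from 0.262 to 0.359, and over the 9 libraries of its 3 groups the slope ranged from -0.118 to 0.084. Over all 12 libraries left out in turn, the chemotaxis median ranged from -0.0046 to 0.0169 for hypoxia without CyA, -0.0097 to 0.0169 for CyA at 19% oxygen, -0.0100 to 0.0138 for CyA at 1% oxygen and -0.0194 to 0.0229 for the interaction. The NFAT median ranged from -0.108 to -0.045 for hypoxia without CyA (past the threshold without 19% oxygen replicate 1 or 2, or 1% oxygen replicate 1) and -0.025 to 0.065 for the interaction. The hypoxia list ranged from -0.0821 to -0.0339 for CyA at 1% oxygen (past the threshold only without replicate 2 at 1% oxygen with CyA, adjusted p 0.027, of a range of 0.027 to 0.66) and -0.0376 to 0.0090 for the interaction, and the stress list from -0.0016 to 0.0478 for the interaction. Over the 6 libraries of each contrast, genes without a call that changed sign were RCAN1 (-0.052 to 0.107 and -0.260 to 2.6e-04 for hypoxia without and with CyA, -0.194 to 0.067 for CyA at 1% oxygen), CXCR5 (-0.161 to 0.193 for hypoxia without CyA) and PPIB (-0.060 to 0.0041 for hypoxia with CyA).

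The 18 correlations of deviations between samples with the same replicate number ranged from -0.162 to 0.167. The 2 over 0.1 both joined replicates 2, with 0.167 between 19% and 1% oxygen and 0.130 between 1% oxygen without and with CyA. Samples with different numbers were not compared, so a partial pairing by replicate number is not excluded. With the replicate number as a replicate block, the 5 contrasts gave 671, 280, 1068, 2165 and 0 genes. Of the named genes, ZMYM6 was no longer called in that fit for hypoxia with CyA, and 0 list calls changed. Thinning to the smallest library left all counts of called genes within 1.5 times. CCR6, CCR7 and GPR183, with at most 2 counts in any library, could not be tested at the depth of these libraries.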

Other observations

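The counts from other splits of the samples and the comparison of synthetase genes and of exon overlap were set out before their results were seen. The tests on structured RNAs, on GC content, on the gap between the counts for CyA, on the reversal slope and on pairs of splits were chosen only after the result was seen.

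In each of the 4 contrasts between groups, 1 of the 10 splits of the 6 libraries gave as many calls, namely the real one. With 10 splits chance cannot be excluded by their number, since the smallest possible share is 0.1. For the calls that repeat in libraries not shared between contrasts, other values argue against it: 190 genes were called for hypoxia both without and with CyA (11.7 if the calls were independent) and 810 for CyA at both oxygen levels (152 if independent), all in the same direction. Of the genes called in 1 of these contrasts alone, 90.3% of 403 and 95.0% of 119 for hypoxia without and with CyA, and 91.4% of 292 and 91.4% of 1366 for CyA at 19% and 1% oxygen, had the same direction in the other. After GC correction, in the same order, 647 of 719, 181 of 198, 391 of 434 and 1138 of 1258 did. Over the 100 pairs of splits of the 2 hypoxia contrasts, 1 gave an absolute correlation as large, the real one (0.251, next 0.233), and the same held for CyA, with 1 of 100 (0.368, next 0.270). These values argue against chance as the source of the correlations, but do not exclude it, and say nothing on each single call. For hypoxia another pair came close (0.233), and this test was chosen after the result was seen. The highest number of calls in another split was 0 for hypoxia with CyA and for CyA at 19% oxygen, and 1 for CyA at 1% oxygen. In the splits of hypoxia without CyA it was 471, in the split that set 19% oxygen replicates 1 and 3 with 1% oxygen replicate 3 against the others. After GC correction that split gave 253 calls and the real split 1002. For the interaction, 21 of 100 reassignments of the CyA labels within oxygen levels gave at least 946 genes with an unadjusted p under 0.05. Such reassignments can move the effect of CyA itself into the interaction, and the highest gave 5025 genes. They therefore cannot decide whether the 946 genes exceed chance, which is not excluded there.

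The library of 1% oxygen replicate 2 held many more reads of small structured RNAs than the others. Of 9 such RNAs with at least 30 counts in all, 8 were over 5-fold above the median of the other 11 libraries, with a median of 10.1-fold. RN7SL1 had 1068 counts there and at most 145 elsewhere, RPPH1 92 and at most 10, and SNORD3A 104 and at most 12 (RNAs listed after the rise had been seen). RNU6-1 was not raised (9 counts, median 9). A gene row assigned to ribosomal DNA was also highest in 1% oxygen replicate 2 (0.478% of counts), and was at 0.259% in replicate 3 and 0.0659% in replicate 1. Depth is excluded as the source, since the library was 1.04 times as deep as the mean of its fellow replicates. A response to 1% oxygen would raise replicates 1 and 3 as well, where the median folds over 19% oxygen were 0.708 and 1.45, so it is excluded as the source of a rise of this size. An exchange with a 19% oxygen library is also excluded, because the hypoxia list was 0.49 above the 19% mean in it, against 0.54 and 0.51 in its fellows. A candidate explanation is that more RNA without poly(A) tails was carried into this library. Histone mRNAs that depend on replication, which also lack these tails, were higher there by a median log2 of 0.70 over its fellow replicates (31 genes, 83.9% higher), and the next highest library was at 0.13. Replicate 1 of the group was at -0.63 in the same measure. The rise of histone mRNAs had been seen before the test, RNU6-1 goes against the explanation, and the library method is not given in the sources used here, so this remains a hypothesis.

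Libraries also differed along the GC content of genes. Across 10734 genes, the deviation of 1% oxygen replicate 2 from its fellow replicates had a Spearman rho of -0.496 with GC content, and the 12 libraries ranged from -0.512 to 0.444. Simulated libraries without a trend reached 0.0123 at most. Oxygen and CyA, which replicates share, cannot give such differences within a group. The same trend touches the contrasts: rho of the log2 effect with GC content was -0.308 for hypoxia without CyA, 0.124 for hypoxia with CyA, 0.102 and 0.399 for CyA at 19% and 1% oxygen, and 0.420 for the interaction. Genes called higher with CyA at 1% oxygen had a median GC content of 52.8%, against 40.9% for those called lower, and for hypoxia without CyA these values were 45.4% and 51.2%. Splits were compared for CyA at 1% oxygen alone. Of the 10 splits of its 6 libraries, 3 gave a rank correlation at least as strong, the real one included (0.398, 0.523 and -0.484), so differences between libraries may account for the GC trend of this contrast. An effect of CyA on genes by GC content was not excluded.

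CyA called 1.97 times as many genes at 1% as at 19% oxygen. Leaving out 1 library at a time gave ratios of 0.967 to 3.22. After GC correction the ratio was 1.54. Leaving out 1 library at a time gave 0.984 to 2.18 with the correction, so GC bias as the cause of the gap cannot be told apart from other causes with 3 libraries per group. Without 1% oxygen replicate 2 the ratio was 0.967 (1223 against 1265 genes), but it was also 1.08 without replicate 3 at 1% oxygen with CyA (1063 against 985), so the gap cannot be assigned to the former library alone. Leaving out a library of a contrast also lowers its power. A larger effect of CyA at 1% oxygen stays open, with 0 genes called for the interaction.

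Hypoxia genes appeared partly moved back by CyA at 1% oxygen when the same 1% oxygen libraries entered both effects (slope -0.216). This lay below the range of simulated libraries with no CyA effect, -0.186 to -0.126. With split libraries the mean slope was -0.024, inside the simulated range of -0.055 to 0.030, so chance values of the shared libraries may give part of the apparent reversal. The split in which replicate 2 gave the hypoxia effect, -0.128, lay outside its simulated range of -0.058 to 0.056. The 3 splits rested on 127, 1331 and 115 genes, where the simulated libraries gave 393 to 513, 416 to 562 and 406 to 536, so the ranges are not like for like in any split. In the 3 splits 61.4%, 75.4% and 60.0% of hypoxia genes moved back, above the highest simulated values of 53.8%, 52.5% and 52.9%, and 65.9%, 68.5% and 59.3% did after GC correction. After GC correction the 3 slopes were -0.069, -0.137 and -0.043 with a mean of -0.083, and the mean over the same genes without correction was -0.079. The simulated libraries hold no GC-linked differences, and rest on other numbers of genes, so their ranges do not decide. Slope and share differ, and a weak reversal cannot be told apart from chance values of these libraries.

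WARS had the smallest adjusted p for CyA at both oxygen levels. The hypothesis that it rose with an amino acid response through ATF4 predicted that the other synthetase genes of that response rise more than the remaining synthetase genes. At 19% oxygen the 11 response genes had a median log2 fold change of 0.39 and the 8 others -0.01, a difference of 0.40 (exact permutation test over genes, two-sided, p 7.4e-04, adjusted p 0.0030 over 4 contrasts). All 11 response genes and 0 of the others were called higher, and 2 others, named after their values were seen, were called lower (QARS -0.14 and VARS -0.21). At 1% oxygen the difference was 0.38 (exact permutation p 0.0057, adjusted p 0.012), and for hypoxia it was -0.0045 and -0.020 (exact permutation p 0.82 and 0.61). The directions of the response genes were the same with TMM, DESeq2 size factors and library totals, and 9 of 10 were higher at 1% oxygen after GC correction. After GC correction, over the 17 genes with a value, the difference at 19% oxygen was 0.23 (exact permutation p 0.017). The difference over the same genes without the correction is not given, so the fall from 0.40 cannot be assigned to GC content. A gene without a GC value may also have been read as another gene whose name begins alike, which was not checked. The results after GC correction therefore do not decide whether GC-linked differences contribute. Genes are not independent replicates, and ATF4 activity was not measured, so an amino acid response to CyA remains a hypothesis.

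ALDOA, a member of the hypoxia list named here after its counts were seen, had 2185 counts in all 12 libraries together, although 7 other glycolytic genes chosen for comparison had 45061 to 888246. Other members of the list were low too: ALDOC had 4370 counts with 0% of its exonic bases shared on the same strand, ENO2 had 194 counts and its overlap was not analysed here, and MIF had 213 counts with 64.1% shared. If reads in exons shared with another gene were left uncounted, over 90% of its exonic bases would be shared on the same strand and under 50% in the others. The share was 89.8% for ALDOA and at most 13.1% for the others in GENCODE release 44. The value falls just short of the limit set beforehand and the authors' annotation is not known, so lost reads and low expression cannot be told apart.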
